A study of Homo sapiens with 8 samples.

How the data were processed

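Gene expression and guide capture were measured in 4 droplet libraries of human microglia-like cells, 2 treated with vehicle and 2 with poly(I:C), and each had a separately listed guide library sample, 4 in all. Per the labels' protocols the libraries were made with a 3' single-cell kit of version 3.1 whose beads also carry capture sequences for guides, and a guide library was made beside each gene expression library. Per the submitters' processing notes, Cell Ranger 7.1.0 and the GRCh38 build were used; the annotation release, the use of strand in counting and any filter on barcodes are not given in the sources used here. The deposited tables hold UMI counts, whole numbers per feature and barcode that are not normalized, for 36601 genes and 72 guide features in each library. The guide features are 24 guides, each listed with 3 capture patterns. Groups and XP numbers were taken from the sample titles.

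Cells were kept with at least 500 detected genes, at least 1000 gene UMIs and at most 20% of UMIs from mitochondrially encoded genes. This kept 12188 cells of vehicle 1, 12910 of poly(I:C) 1, 10367 of vehicle 2 and 11557 of poly(I:C) 2. Scrublet in scanpy 1.11.5 was run per library with an expected doublet rate of 0.08. It marked 0 cells in 3 libraries and 12.0% of poly(I:C) 2, and as a caller that marks under 0.5% of a library has not worked there, no cells were removed from any library. Removing the calls was an alternative. Free RNA was not subtracted. Guide UMIs were summed per target, with the 6 negative control guides as 1 non-targeting group, and a cell was assigned to the target with the most guide UMIs where these were at least 5 and at least 80% of the cell's guide UMIs. The median guide UMIs of assigned cells were 112 and 119 in XP1 and 18 and 15.5 in XP2. Guide sequences were matched to the exons of GENCODE v29 transcripts on GRCh38, since no genome sequence was used here, so that only sites within annotated transcripts could be found. Of the 36601 gene identifiers, 34616 matched that annotation, which gave the coordinates.

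Counts were summed per library for the poly(I:C) comparison and per library and target for the guide comparisons, with at least 20 cells per sum, since cells are not replicates. The main test was edgeR's quasi-likelihood test (version 4.0.16, glmQLFit with robust estimation, TMM factors, filterByExpr) in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. The poly(I:C) model held treatment only, on 2 against 2 libraries. The guide comparisons used 1 joint fit with library as a block and gave, for each target against the non-targeting cells, the effect averaged over treatments, that within each treatment and their difference. This fit held no term for a guide effect that differs by XP number, so the 4 libraries counted as separate replicates. The targeted gene was left out of each count of changed genes. All targets share the same non-targeting cells, so no overlap or correlation between targets is given. CPM values use TMM-scaled library sizes, and fold changes are edgeR's. Differences within XP1 and XP2 are log2 CPM differences with a prior count of 2.

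The XP number was examined for pairing: the deviations of same-numbered libraries from their group means correlated across 8429 genes, which are not independent replicates, with r = 0.943, and guide capture depth, guide pool composition and mitochondrial share split by XP. A chi-square statistic per gene was 355 between the vehicle libraries and 560 between the poly(I:C) libraries, far above the level of sampling noise, so no 2 libraries were treated as 1. The labels do not say what XP means. As the files split by XP in guide capture, guide pool and mitochondrial share, the fit with XP as a block, one of the alternatives set beforehand, is printed beside the fit without it. Whether the split is technical or comes from separate cultures was not tested.

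Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01) and, as alternatives, with an estimated correlation and with fry. For poly(I:C) the test with an estimated correlation rests on the spread between 4 libraries. It could hardly pass even for a strong effect, so a failure there does not argue against a list. Lists with fewer than 3 measured members were not tested. The lists were inflammatory cytokines and chemokines, NF-kB target and feedback genes, type I and III interferons, interferon-stimulated genes, double-stranded RNA sensing, immediate early genes, homeostatic microglia genes, disease-associated microglia genes, lysosome genes, cholesterol synthesis and uptake, liver X receptor targets, lipid droplet and fatty acid genes, class I and class II antigen presentation, the unfolded protein and integrated stress response, heat shock genes, p53 targets, cell cycle genes, inflammasome genes, glycolysis and hypoxia, oxidative phosphorylation, mitochondrially encoded genes, phagocytosis and purinergic receptors, and late-onset Alzheimer disease risk genes. Marker lists covered microglia, cycling cells, mast cells and basophils, the granulocyte lineage, monocytes, border macrophages, dendritic cells, the erythroid and megakaryocyte lineage, hematopoietic progenitors, lymphoid cells, endothelial cells, fibroblasts and mesenchyme, pluripotent cells, neurons and neural progenitors, and astrocytes. Several lists share members, such as IL1B in the cytokine and inflammasome lists.

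Lists, tests, filters, alternatives and the rule for named genes were fixed before the data were examined. The rule took the 12 largest rises and 12 largest falls past the threshold with at least 10 CPM in the higher group and the same direction in both pairs, up to 4 called members per list by p or, where none was called, the 2 of highest CPM, and for the targets the 5 largest rises and 5 largest falls, 3 members per called list and the 5 smallest adjusted p-values of the difference between treatments. As the poly(I:C) model without a block called no gene, the rule was applied in the blocked fit, a choice made after the data were seen. Y-linked genes and XIST are not reported, and some genes that the rule selects are not reported here. In the lists with no called member the 2 members of highest CPM had these log2 fold changes in the blocked fit: TUBA1B -0.07 and H2AFZ 0.04 for the cell cycle, NDUFA4 0.04 and COX4I1 0.02 for oxidative phosphorylation, MT-CO2 -0.07 and MT-CO1 -0.08 for the mitochondrial genome, APOE -0.13 and APOC1 -0.19 for liver X receptor targets and CENPF -0.09 and TOP2A -0.04 for cycling cells. Those of markers of other cell types were CAMP 0.07 and CEBPE -0.33, IL7R 0.76 and CD7 0.04, PECAM1 -0.05 and EMCN -0.22, ACTA2 -0.02 and TAGLN -0.05, ITGA2B -0.01 and GP9 0.83, and MLLT3 -0.29 and CRHBP -0.02.

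Shares of cells with a UMI were computed after thinning each cell to 5900 UMIs, which left out 785 cells of vehicle 1, 1240 of poly(I:C) 1, 601 of vehicle 2 and 808 of poly(I:C) 2. Intervals are exact 95% binomial intervals, the floor is 3 counts, and both cover counting error only. Clusters were found with Leiden (leidenalg 0.10.2) at a resolution of 0.5 on all kept cells. A cluster was named only from the marker lists.

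The edgeR fits for poly(I:C) and for INPP5D, and camera without the block, were tested on simulated counts drawn from the real means and library sizes, with genes changed by 1.5-, 2-, 4- and 8-fold. For poly(I:C) without the block 2.00%, 8.33%, 73.5% and 89.4% of the changed genes were recovered and 5 of 19552 unchanged genes were called. With the block 72.0%, 79.6%, 100% and 100% were recovered and 7 of 19716 unchanged genes were called. Real responses of some lists differed in size between XP1 and XP2, which a fixed fold does not mimic. These rates therefore need not hold for the 1743 real calls. For INPP5D 70.0%, 82.0%, 92.0% and 100% were recovered and 7 of 13009 unchanged genes were called when averaged over treatments. Within poly(I:C) these were 58.0%, 76.0%, 82.0% and 98.0% with 10 of 13009, and within vehicle 46.0%, 76.0%, 86.0% and 98.0% with 9 of 13009. For a change in poly(I:C) alone the difference between treatments recovered 36.0%, 68.0%, 78.0% and 94.0%, with 6 of 12980 unchanged genes called. Fry, DESeq2, guide assignment, clustering and shares were not simulated.

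Alternatives covered DESeq2 1.42.0, other normalizations, gene filters, cell filters, doublet removal, guide assignment rules, single guides, other reference cells, the block, and leaving out each library. Added after the data were seen were the removal of the highest doublet scores, the use of cells without any guide UMI, and leaving out the cycling cluster, the clusters of under 1% of cells, the CCR7-led one of these alone or the MB-led cluster. Use of microglia-like clusters alone was planned and not run, because only the cycling cluster could be named. The guide library samples have no table of their own used here, as their counts stand in the gene expression tables.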

Results

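The series profiled human microglia-like cells by single-cell RNA sequencing together with CRISPR interference guides. The cells were differentiated from an induced pluripotent stem cell line that the labels name IMR90 and that carries dCas9-KRAB-MeCEP2, a nuclease-dead Cas9 fused to repressor domains that lowers transcription at the site a guide matches. Guides were delivered by lentivirus on day 21, and on day 35 the cells received vehicle or 10 ug/mL poly(I:C), a synthetic double-stranded RNA that mimics viral RNA, for 2 h. There were 2 vehicle and 2 poly(I:C) gene expression libraries, numbered XP1 and XP2 in each group. The deposited count tables held 12752 barcodes in vehicle 1, 13450 in poly(I:C) 1, 10540 in vehicle 2 and 11826 in poly(I:C) 2, and 47022 of the 48568 cells passed the filters. The kept cells held 160326296, 136412181, 129441316 and 139055700 gene UMIs in the same order, with a median of 11902, 9474.5, 11296 and 10847 UMIs per cell. The XP1 and XP2 libraries differed in depth of guide capture. The guide features summed to 743565 UMIs in vehicle 1 and 823305 in poly(I:C) 1, but to 41307 in vehicle 2 and 36213 in poly(I:C) 2. The median share of mitochondrially encoded UMIs was also higher in XP1 (7.03% and 7.24%) than in XP2 (3.58% and 2.83%). For poly(I:C), a fit with the XP number as a block is therefore given beside the fit without it. Values within XP1 and XP2 are given beside the pooled ones. Nothing in the labels says that the libraries came from separate cultures. The p-values of edgeR and DESeq2 therefore measure only the spread between these libraries, which may be technical. Camera's p-values with the preset correlation compare the genes of a list with the other genes. They do not measure the spread between libraries, and their small size is no sign of replication.

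The first comparison asked what 2 h of poly(I:C) did to the transcriptome of these cells. In the fit with the XP number as a block 37 of 49 interferon-stimulated genes rose, as did 13 of 30 NF-kB genes and 7 of 24 cytokines and chemokines, and more genes rose than fell. No list call held with an estimated correlation, either without the block (adjusted p = 0.431 for interferon-stimulated genes, 0.468 for NF-kB genes and 0.527 for cytokines) or with it (adjusted p = 0.961). On 4 libraries that test could hardly pass, so it does not decide these lists. The largest rise with at least 10 CPM was that of CXCL10, the chemokine that draws CXCR3-bearing lymphocytes, followed by genes of antiviral defence such as OASL, MX2, MX1 and OAS3. DDX58, which encodes the RNA sensor RIG-I, rose in both pairs as well. Among the falls were MAP2K6, a kinase upstream of p38, ID3, an inhibitor of basic helix-loop-helix factors, and CEBPA, a myeloid transcription factor. With treatment alone in the model, edgeR's quasi-likelihood test called 0 of 20160 genes at a Benjamini-Hochberg adjusted p of 0.05, while 593 genes had an unadjusted p under 0.05, and DESeq2 called 209 genes, all higher. Without vehicle 1, vehicle 2, poly(I:C) 1 or poly(I:C) 2 that edgeR count came to 144, 121, 267 and 104. With the XP number as a block, the same edgeR test called 1743 genes, 1114 higher and 629 lower. The fold changes that follow come from that blocked fit, because the model without the block called no gene; 1103 of the called genes had at least 10 CPM in the higher group and moved the same way in both pairs, 702 upward and 401 downward.

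CXCL10 (ENSG00000169245, chromosome 4, 76021117 to 76023497 in GRCh38) went from 0.137 ± 0.137 CPM in vehicle to 40.4 ± 37.4 CPM in poly(I:C) (mean ± SD, n = 2). Its log2 fold change was 8.21 ± 0.10 (SE; edgeR adjusted p = 9.29e-13), with 345-fold in XP1 and 286-fold in XP2. CXCL10 had only 7 and 29 UMIs in vehicle 1 and vehicle 2, so counting error alone exceeds this SE and the folds are uncertain. OASL, an interferon-induced antiviral protein (ENSG00000135114), rose by 5.42 ± 0.30 on the log2 scale (edgeR adjusted p = 0.0401; 4.95 in XP1 and 5.92 in XP2). CD69, an early activation marker, rose by 4.97 ± 0.16 and MX2, a dynamin-like restriction factor, by 4.59 ± 0.13. MX1, which blocks replication of RNA viruses (ENSG00000157601, chromosome 21, 41420304 to 41459214), increased from 8.75 ± 0.897 to 99.3 ± 17.9 CPM, a log2 fold change of 3.49 ± 0.22 (edgeR adjusted p = 0.0446). AP001610.2 rose by 6.12 ± 0.14, but it lies on the opposite strand within MX1 (41441056 to 41445708), and as no source used here says that counting used strand, its reads cannot be told apart from those of MX1. With 43 and 24 UMIs of AP001610.2 in vehicle 1 and vehicle 2, its SE is likewise below the counting error. OAS3, which makes the second messenger that activates RNase L, rose by 3.33 ± 0.12, the chemokine CCL5 by 3.17 ± 0.18 and XAF1, a pro-apoptotic interferon target, by 2.90 ± 0.09. DDX58 (ENSG00000107201) went from 10.5 ± 0.414 to 77.4 ± 12 CPM, a log2 fold change of 2.88 ± 0.07 (edgeR adjusted p = 9.16e-10; 2.76 in XP1 and 2.99 in XP2). EPSTI1 rose by 2.68 ± 0.06 and SAMD9L, a translation-blocking antiviral factor, by 2.50 ± 0.07.

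MAP2K6 (ENSG00000108984, chromosome 17) went from 13.1 ± 0.0666 CPM in vehicle to 7.01 ± 0.104 CPM in poly(I:C) (mean ± SD, n = 2), a log2 fold change of -0.91 ± 0.06 (edgeR adjusted p = 3.91e-06). ID3 (ENSG00000117318) fell by 0.80 ± 0.06 on the log2 scale (edgeR adjusted p = 3.71e-06; -0.74 in XP1 and -0.87 in XP2) and CEBPA (ENSG00000245848) fell by 0.57 ± 0.06 (edgeR adjusted p = 0.000132). Among genes with at least 10 CPM in the higher group and the same direction in both pairs, the other falls of largest size were those of ZNF703, a transcriptional corepressor (-0.91 ± 0.07), FRAT2, a GSK3-binding protein of Wnt signalling (-0.76 ± 0.06), and KCNMB4, a subunit of BK potassium channels (-0.67 ± 0.07). BHLHE41, a transcriptional repressor of the circadian system and of macrophages (-0.64 ± 0.08), IER5L (-0.64 ± 0.05), FAM117B (-0.60 ± 0.07) and SYT6, a synaptotagmin (-0.60 ± 0.06), followed, with RHOBTB1 (-0.59 ± 0.08) and GLCCI1 (-0.59 ± 0.06) after them.

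**Figure D1:**
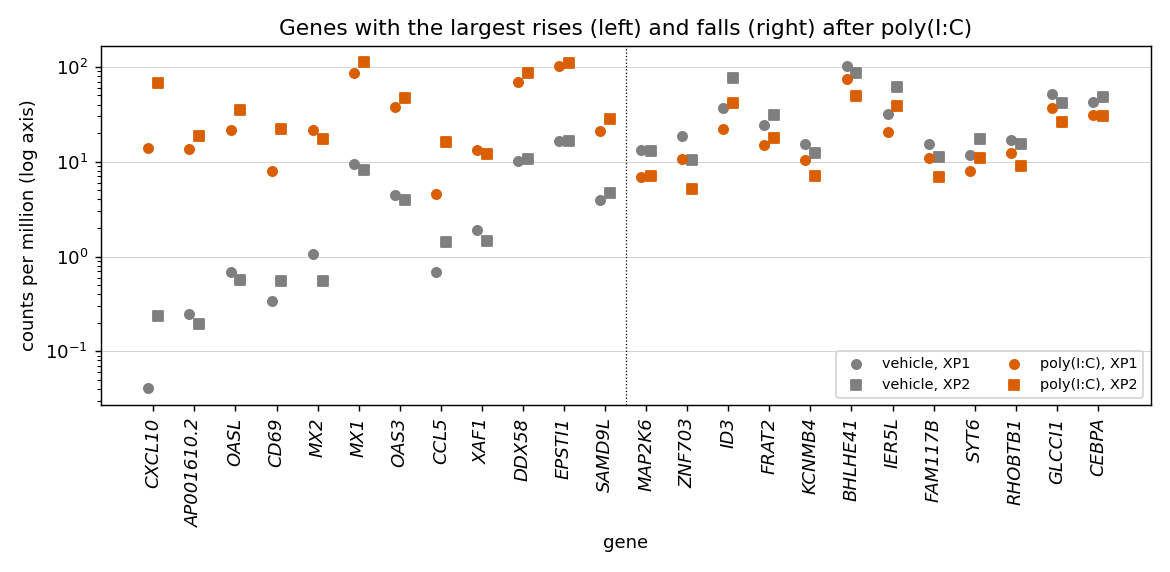
CPM (log axis) of the 12 genes with the largest rises and the 12 with the largest falls after poly(I:C) among those with at least 10 CPM in the higher group and the same direction in both pairs, with 1 point per library (circles XP1, squares XP2, grey vehicle, orange poly(I:C)). CXCL10 sits at 0.0406 and 0.234 CPM in vehicle and at 14 and 66.9 CPM in poly(I:C), while MAP2K6 goes from a mean of 13.1 to 7.01 CPM.

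Gene lists fixed beforehand were tested as groups. Camera called interferon-stimulated genes, NF-kB target and feedback genes, inflammatory cytokines and chemokines, and genes of double-stranded RNA sensing upward. With an estimated correlation, a test with little power on 4 libraries, none of these calls held (adjusted p = 0.431, 0.468, 0.527 and 0.431). Of 49 measured interferon-stimulated genes, 37 rose in the blocked edgeR fit and 12 did not pass, and without the block 36 were called when adjusted over the list alone. Their median log2 difference was 1.60 in XP1 and 1.68 in XP2 (limma's camera adjusted p = 1.51e-151). ISG15, a ubiquitin-like modifier, rose by 2.27 ± 0.10 on the log2 scale, whereas IFIT1 (4.89 ± 0.52, adjusted p = 0.222) and IFIT2 (5.86 ± 0.81, adjusted p = 0.278), which bind viral RNA and block translation, did not pass the blocked edgeR test (4.38 in XP1 and 5.45 in XP2 for IFIT1, 5.13 and 6.71 for IFIT2). Of 30 NF-kB genes, 13 rose, 17 did not pass and 23 were called without the block when adjusted over the list alone (median 0.88 in XP1 and 1.74 in XP2; camera adjusted p = 4.7e-65). NFKBIE and NFKBIB, inhibitors of NF-kB, rose by 1.05 ± 0.09 and 0.44 ± 0.06, the NF-kB subunit REL by 0.70 ± 0.09 and CFLAR, an inhibitor of caspase-8, by 0.73 ± 0.08. NFKBIA and TNFAIP3, feedback inhibitors of the pathway, rose by 2.16 ± 0.18 and 2.44 ± 0.18.

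Of 24 measured cytokines and chemokines, 7 rose in the blocked fit, 17 did not pass and 17 were called without the block when adjusted over the list alone (median 1.61 in XP1 and 2.91 in XP2; camera adjusted p = 3.09e-43; adjusted p = 0.527 with an estimated correlation). IL12B, the subunit shared by interleukins 12 and 23, rose by 4.12 ± 0.18 on the log2 scale (edgeR adjusted p = 4.5e-08), IL23A by 1.43 ± 0.09 and CSF1, a growth factor of the macrophage lineage, by 0.55 ± 0.05. CCL8, a monocyte chemokine, had 2 UMIs in vehicle and 1805 in poly(I:C), a ratio of 949 (95% counting interval 262 to 7845). TNF went from 31.3 ± 3.21 to 113 ± 64.9 CPM, IL1B from 450.2 ± 135 to 1647 ± 1136 CPM and CXCL8 from 55.6 ± 9.71 to 264 ± 186 CPM (mean ± SD, n = 2), and none of these passed the blocked test. CCL3 and CCL4 went from 213 ± 15.4 to 1546 ± 1168 and from 100.2 ± 18.5 to 1735 ± 1552 CPM, without passing, and both have near-identical copies that could share their reads. Of 20 genes of double-stranded RNA sensing, 15 rose, 5 did not pass and 11 were called without the block when adjusted over the list alone (median 0.63 and 0.70; camera adjusted p = 3.19e-27; adjusted p = 0.431 with an estimated correlation). Besides DDX58 they included the RNA-activated kinase EIF2AK2 (1.21 ± 0.06), the kinase IKBKE (1.20 ± 0.06) and the adaptor TRAF3 (1.30 ± 0.07). Of the type I and III interferons, only IFNB1 and IFNL1 had enough counts, too few for a list test. IFNB1 had 0 UMIs in vehicle and 2506 in poly(I:C), 445 in XP1 and 2061 in XP2, so it was at least 911-fold higher against a floor of 3 UMIs over the group (edgeR adjusted p = 8.22e-10). IFNL1 did not pass (2.14 ± 0.64; adjusted p = 0.348 by edgeR).

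Another 4 lists passed camera with smaller shifts, and none of the list calls without the block held with an estimated correlation. Of 28 immediate early genes, 4 rose and 1 fell in the blocked fit, 23 did not pass and 0 were called when adjusted over the list alone without the block (median 0.14 in XP1 and 0.55 in XP2; camera adjusted p = 1.02e-07; adjusted p = 0.742 with an estimated correlation). Their called members were the growth response regulator IER5 (0.64 ± 0.07), the transcription factors KLF6 (0.35 ± 0.07) and FOSL1 (0.39 ± 0.10), the antiproliferative BTG2 (0.69) and, downward, EGR1 (-0.35 ± 0.06). Of 16 class I antigen presentation genes, 3 rose, 13 did not pass and 1 was called when adjusted over the list alone (camera adjusted p = 0.000998; adjusted p = 0.585 with an estimated correlation). These were NLRC5, the transactivator of class I genes (1.41 ± 0.11), the peptide transporter TAP1 (0.79 ± 0.13) and TAPBP (0.35). Of 14 inflammasome genes, 3 rose, 2 fell, 9 did not pass and 1 was called when adjusted over the list alone (camera adjusted p = 0.00169; adjusted p = 0.585 with an estimated correlation). MEFV, which encodes pyrin, rose by 1.05 ± 0.10, CASP5 by 1.71 ± 0.20 and NLRP3 by 0.53 ± 0.06, while NLRP1 fell by 0.27. Of 3 measured astrocyte markers, 2 rose, 1 did not pass and 0 were called when adjusted over the list alone (camera adjusted p = 0.00343; adjusted p = 0.742 with an estimated correlation). Those were the glutamate transporters SLC1A3 (0.40 ± 0.06; 31 to 41.3 CPM) and SLC1A2, which stayed below 1 CPM.

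The other lists did not pass without the block, although single members rose or fell in the blocked edgeR fit. Of 27 homeostatic microglia genes, 2 rose and 5 fell (camera adjusted p = 0.162, and 0.0514 with the block). The phagocytic receptor MERTK (-0.47 ± 0.05), GPR34 (-0.37 ± 0.06), the nucleotide-sensing receptor P2RY12 (-0.38 ± 0.06) and the fractalkine receptor CX3CR1 (-0.30 ± 0.06) fell. The myeloid factors IRF8 (0.76 ± 0.06) and SPI1 (0.28 ± 0.08) rose. Of 24 cholesterol synthesis and uptake genes, 4 rose and 0 fell (camera adjusted p = 0.162, and 0.0246 with the block), among them HMGCS1 (0.46 ± 0.09), STARD4 (0.39 ± 0.06) and LSS (0.24 ± 0.06). With the block no list call held with an estimated correlation (adjusted p = 0.961). Camera's adjusted p was 0.998 for disease-associated microglia genes, of which 1 of 28 rose, the integrin ITGAX (0.27 ± 0.06), and 0.875 for lysosome genes, of which ATP6V1B2 rose (0.25 ± 0.06) and NAGLU fell (-0.19 ± 0.05). It was 0.709 for liver X receptor targets, 0.434 for lipid droplet and fatty acid genes (PDK4 fell, -1.74 ± 0.39), 0.593 for class II antigen presentation (HLA-DQA1 rose, 0.30 ± 0.08) and 0.162 for the unfolded protein and integrated stress response (ATF5 rose, 1.02 ± 0.13, and GADD45A fell, -0.39). Heat shock genes had 0.875, p53 targets 0.875 (4 of 22 rose, CDKN1A by 0.32 and FAS by 0.32 among them), cell cycle genes 0.478, and glycolysis and hypoxia genes 0.70 (3 of 23 rose, VEGFA by 1.0 ± 0.11, HIF1A by 0.31 and P4HA1 by 0.32). Oxidative phosphorylation genes had 0.875, mitochondrially encoded genes 0.70 (median 0.08 in XP1 and -0.27 in XP2), phagocytosis and purinergic receptors 0.998 (P2RX4 rose by 0.50 and SCARB1 fell by 0.35) and late-onset Alzheimer disease risk genes 0.540 (ADAM17 rose by 0.40, SORL1 fell by 0.38 and CASS4 by 0.40). Among cell type markers, camera gave 0.554 for microglia, 0.708 for cycling cells, 0.623 for mast cells and basophils, 0.362 for the granulocyte lineage, 0.70 for monocytes, 0.434 for border macrophages (SIGLEC1 rose, 1.35 ± 0.14), 0.162 for dendritic cells (ZBTB46 rose, 0.91 ± 0.08, and FLT3 fell, -0.38), 0.875 for lymphoid cells, 0.540 for endothelial cells, 0.998 for fibroblasts and mesenchyme, 0.875 for pluripotent cells and 0.715 for neurons and neural progenitors. Erythroid and megakaryocyte markers and hematopoietic progenitor markers had too few measured members for a test. Without the block the median and the test differed in sign for the disease-associated, lysosome, oxidative phosphorylation, p53, lymphoid, fibroblast and neuron lists, none of which passed.

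Shares of cells with a UMI described how widely the response genes were detected, after each cell was thinned to 5900 UMIs. Transcripts of IFNB1, the early type I interferon, were found in few cells, whereas those of the chemokines CCL3 and CCL4 and of NF-kB feedback genes were found in many. IFNB1 had a UMI in 0 of 11403 cells of vehicle 1 and 0 of 9766 of vehicle 2. The floor of 3 counts lies at 0.0263% and 0.0307% and the exact 95% upper limit at 0.0323% and 0.0378% of cells, which bound cells with a UMI and not cells that express the gene. It was detected in 0.351% of cells in poly(I:C) 1 and 1.39% in poly(I:C) 2. Without thinning, IFNB1 was found in 74 of 12910 and 206 of 11557 cells, which held a mean of 6.01 and 10.0 UMIs each. CXCL10 was detected in 0.0263% and 0.0307% of vehicle 1 and vehicle 2 cells and in 2.45% and 6.59% of poly(I:C) 1 and 2 cells. IFIT2 was detected in 2.11% and 1.22% of vehicle cells against 28.7% and 35.1%, and IFIT1 in 1.88% and 1.20% against 20.5% and 23.5%. ISG15 was detected in 17.9% and 22.7% against 41.3% and 52.0%, CCL3 in 33.1% and 29.3% against 55.7% and 71.3%, and CCL4 in 13.1% and 10.0% against 41.8% and 62.7%. TNF was detected in 13.8% and 14.6% against 24.8% and 39.0%, IL1B in 72.4% and 79.6% against 87.0% and 96.1%, and CXCL8 in 14.8% and 15.3% against 28.2% and 43.5%. NFKBIA was detected in 20.5% and 32.4% against 52.3% and 79.8%, and TNFAIP3 in 14.3% and 17.5% against 44.1% and 62.6%. IL6 was detected in 1 cell of each vehicle library, below the floor, and in 0.103% and 0.726% of poly(I:C) cells, and IFNL1 in 0.474% and 0.225% of vehicle cells against 0.428% and 0.288%. Unthinned shares were higher, with CCL4 in 17.8% and 13% of vehicle cells and in 47.4% and 68.8% of poly(I:C) cells. These shares cover all kept cells, with targeting guides or without. In thinned non-targeting cells alone (1113 in poly(I:C) 1 and 189 in poly(I:C) 2), IFIT2 was detected in 31.2% and 21.2% and IFIT1 in 22.8% and 13.8%. The order of these libraries was thus reversed for both genes. ISG15 and TNFAIP3 were also lower in poly(I:C) 2 there, while CCL3, CCL4, CXCL10, TNF, IL1B, CXCL8 and NFKBIA stayed higher. No cell type in these libraries lacks the response genes with certainty. Free RNA in a poly(I:C) library may carry the induced transcripts and was not measured, so the poly(I:C) shares have no background of their own and bound cells with a UMI, not cells that express a gene. With 2 libraries per group an exact two-sided permutation test cannot give a p below 0.333, so the shares are given without a test.

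**Figure D2:**
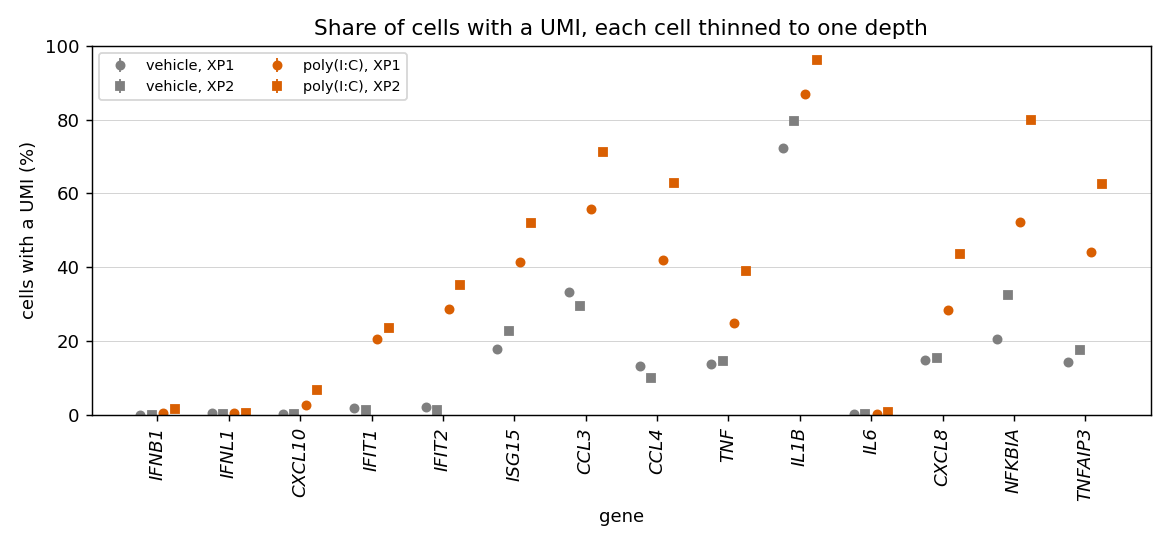
Percent of cells with at least 1 UMI of each of 14 genes, after thinning each cell to 5900 UMIs (1 point per library with its exact 95% binomial interval, which covers counting error only). The vehicle points of CCL4 lie at 13.1% and 10.0% and the poly(I:C) points at 41.8% and 62.7%.

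The second set of comparisons asked what lowering each of 6 genes did, using cells in which at least 80% of the guide UMIs belonged to that target. The targets were INPP5D, which encodes the inositol phosphatase SHIP1, MS4A6A, a membrane protein of microglia, PVR, an adhesion receptor also called CD155, RABEP1, an effector of endosomal Rab5, AGFG2, an Arf GTPase-activating family member, and EED, a subunit of Polycomb repressive complex 2. There were 3 guides per target and 6 guides named as negative controls. Guides were assigned in 11223 cells, 23.9% of those kept, and the share was 33.3% in vehicle 1, 33.3% in poly(I:C) 1, 13.6% in vehicle 2 and 12.6% in poly(I:C) 2. Cells assigned per target numbered 1188 for INPP5D, 1481 for MS4A6A, 1196 for PVR, 1974 for RABEP1, 1276 for AGFG2, 1461 for EED and 2647 for the non-targeting controls. All 18 targeting guides matched exon 1 of their gene within an annotated 5' UTR, with an NGG motif next to the match. In GRCh38 the guides of INPP5D lay at 233060366 to 233060403 on chromosome 2, those of MS4A6A at 60183000 to 60183051 on chromosome 11 and those of PVR at 44643962 to 44643999 on chromosome 19. Those of RABEP1 lay at 5282294 to 5282349 on chromosome 17, those of AGFG2 at 100539252 to 100539309 on chromosome 7 and those of EED at 86244810 to 86244837 on chromosome 11. The INPP5D guides were GGCCACCAAGAGGCAACGGG (INPP5D-3), CAACGGGCGGCAGGTTGCAG (INPP5D-4) and GGCGGCAGGTTGCAGTGGAG (INPP5D-5), all on the transcript strand, with CGG, TGG and GGG next to the match. Of the negative controls, 2 also matched exon 1 of a gene, CABP5, a calcium-binding protein (48044014 to 48044044 on chromosome 19), which had at most 1 UMI in any library, and the other 4 matched no annotated transcript.

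The targeted transcript was lower than in non-targeting cells for 5 of the 6 targets. MS4A6A was at 17.7% of the non-targeting level (log2 fold change -2.50 ± 0.23; edgeR adjusted p over the targets = 1.93e-07), AGFG2 at 26.8% (-1.90 ± 0.33; 8.74e-07) and PVR at 40.5% (-1.30 ± 0.23; 1.18e-06). INPP5D was at 44.2% (-1.18 ± 0.07; edgeR adjusted p = 2.8e-20) and RABEP1 at 66.0% (-0.60 ± 0.08; edgeR adjusted p = 1.04e-07). All of these were lower in 4 of 4 libraries, and those of AGFG2 rested on 13, 6, 1 and 1 UMIs in the libraries. EED was at 106% of the non-targeting level (0.08 ± 0.09; edgeR adjusted p = 0.363), between 99.8% and 126% in the 4 libraries and at 104% for each of its 3 guides. The labels of the EED guides were therefore not borne out by the transcript, and its results are given as those of cells assigned EED guides. By guide, INPP5D was at 31.1%, 54.8% and 41.1% of the non-targeting level for INPP5D-3, INPP5D-4 and INPP5D-5, and PVR at 57.9%, 23.4% and 29.1% for PVR-1, PVR-2 and PVR-4.

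**Figure D3:**
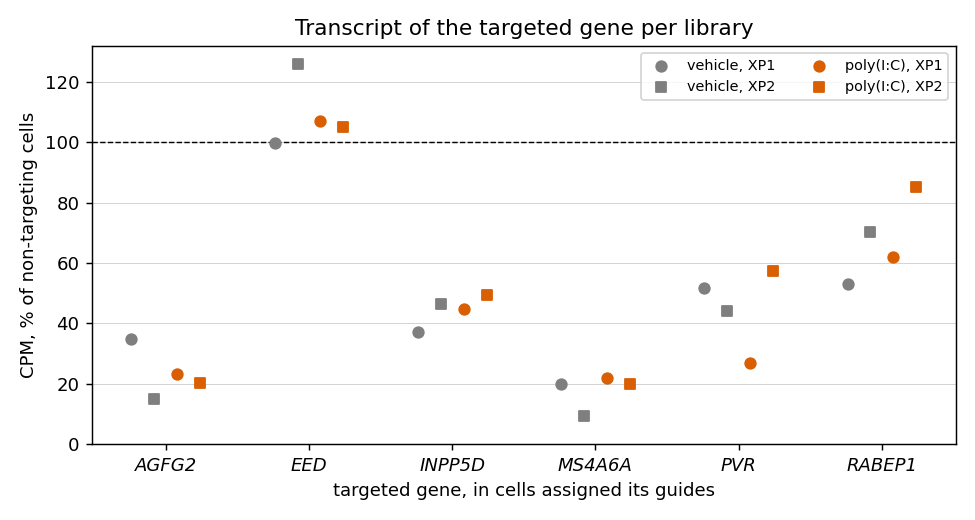
CPM of each targeted gene in cells assigned its guides, as a percent of its CPM in non-targeting cells of the same library (1 point per library; the dashed line marks equality). The 4 points of MS4A6A lie between 9.44% and 21.8%, and those of EED between 99.8% and 126%.

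Cells assigned INPP5D guides differed from non-targeting cells in several immune genes. Of 12 class II antigen presentation genes, 8 rose and 4 did not pass (camera adjusted p = 8.22e-27; adjusted p = 0.102 with an estimated correlation). CCL22, a chemokine of dendritic cells and macrophages, LAMP3, a lysosomal membrane protein of mature dendritic cells, and FYN, a Src family kinase, were among the largest rises. CST7, the protease inhibitor cystatin F, rose too. CCL2, the main monocyte chemokine, and SERPINA1, a secreted protease inhibitor, were among the largest falls, and the microglial receptors CX3CR1 and P2RY12 also fell. Averaged over vehicle and poly(I:C), edgeR's quasi-likelihood test called 306 of 13375 genes, 195 higher and 111 lower, with INPP5D itself left out. Without vehicle 1 the count was 110 and without vehicle 2 it was 195. It was 0 with no replicate block (285 at an unadjusted p under 0.05), 148 when adjusted over all target and gene pairs and 665 against all other assigned cells. CCL22 (ENSG00000102962, chromosome 16) rose by 2.21 ± 0.27 on the log2 scale (edgeR adjusted p = 0.000633), LAMP3 (ENSG00000078081) by 1.59 ± 0.16 (7.2e-07), CFAP73, a ciliary protein, by 1.46 ± 0.15 (9.56e-09) and FYN (ENSG00000010810) by 1.36 ± 0.17 (0.000119), each higher in 4 of 4 libraries. BIRC3, an apoptosis inhibitor and NF-kB target, rose by 1.69 ± 0.38 (edgeR adjusted p = 0.0341) and was higher in 3 of 4 libraries. With the 102 cells of a cluster led by CCR7 left out, a test chosen after the data were seen, BIRC3 no longer passed (0.68 ± 0.44; edgeR adjusted p = 0.659), and CCL22 and LAMP3 were at 1.73 ± 0.33 and 1.32 ± 0.18. CCL2 (ENSG00000108691) fell by 1.23 ± 0.28 (edgeR adjusted p = 0.0367), HMGA2, an architectural chromatin factor, by 0.95 ± 0.24 (0.0339), SERPINA1 by 0.94 ± 0.22 (0.0276), FAM110B by 0.84 ± 0.19 (0.0062) and TNFRSF10C, a decoy receptor for TRAIL, by 0.81 ± 0.21 (0.0205). SERPINA1 and TNFRSF10C were among the 10 top genes of a cluster led by MB, and with its cells left out, a test chosen after the data were seen, all 5 of these falls still passed.

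The 12 class II genes had a median log2 fold change of 0.37, and 12 were called when adjusted over the list alone. HLA-DRA rose by 0.43 ± 0.07, HLA-DPA1 by 0.31 ± 0.05 and the invariant chain CD74 by 0.31, and HLA-DRB1 and HLA-DRB5 (both 0.34 ± 0.05) are similar enough that their reads could be split between them. Class II genes moved together with some markers of dendritic cells: of 9 measured, LAMP3, the lipid antigen-presenting protein CD1C (0.90 ± 0.15) and the transcription factor ZBTB46 (0.42 ± 0.08) rose and 6 did not pass, and CD1A, chosen after its values were seen and at a mean of 4.51 CPM, rose by 1.77 ± 0.22. Of 6 monocyte markers, CSF3R, the G-CSF receptor, fell (-0.52 ± 0.10) and 5 did not pass. Of 27 homeostatic genes, 5 fell, 1 rose, 21 did not pass and 9 were called when adjusted over the list alone, 3 of them upward (camera adjusted p = 0.003; adjusted p = 0.864 with an estimated correlation). CX3CR1 (-0.41 ± 0.07), P2RY12 (-0.43 ± 0.10), the secreted protein OLFML3 (-0.45 ± 0.10), TGFBR1 (-0.26) and IRF8 (-0.36) fell, and the nucleotidase ENTPD1 rose (0.57). Of 27 disease-associated genes, CST7 alone passed (1.19 ± 0.11) and was also the 1 called when adjusted over the list alone (camera upward, adjusted p = 0.000471; adjusted p = 0.955 with an estimated correlation). Lists that camera called downward had few or no called members. HSPE1, a mitochondrial chaperonin, fell by 0.18 ± 0.05 among heat shock genes (camera adjusted p = 0.0322), where 3 were called when adjusted over the list alone, and TNFRSF10B, a TRAIL receptor, fell by 0.55 ± 0.10 among p53 targets (0.0447), where 3 were called likewise, 1 upward. The unfolded protein response (0.0322) had 0 called members and 3 when adjusted over the list alone, 1 upward. Cell cycle genes (0.00365), oxidative phosphorylation genes (0.00035) and mitochondrially encoded genes (0.0322) had 0 by either adjustment. With an estimated correlation these adjusted p-values were 0.909 for heat shock genes, 0.955 for p53 targets, the unfolded protein response and oxidative phosphorylation, and 0.995 for cell cycle and mitochondrially encoded genes.

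**Figure D4:**
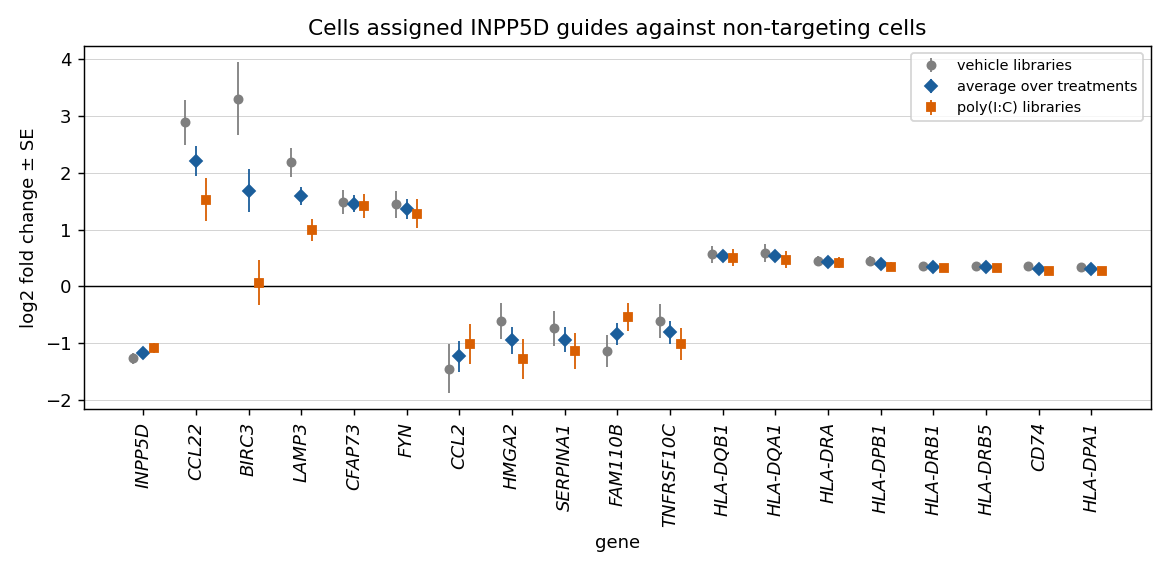
Log2 fold change with its SE of cells assigned INPP5D guides against non-targeting cells, for the targeted gene, the 5 largest rises, the 5 largest falls and the 8 class II genes that passed (grey vehicle libraries, blue the average, orange poly(I:C) libraries). BIRC3 lies at 3.31 in vehicle and 0.07 in poly(I:C), while the class II genes lie close together in both.

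Cells assigned MS4A6A guides had lower MS4A4A and MS4A4E, its neighbours in the MS4A gene cluster on chromosome 11, and no other gene passed. MS4A4A (ENSG00000110079, 60185702 to 60317944) fell by 1.01 ± 0.12 on the log2 scale (edgeR adjusted p = 0.00042) and MS4A4E (ENSG00000214787, 60201253 to 60243088) fell by 1.93 ± 0.22 (edgeR adjusted p = 0.00365), both in 4 of 4 libraries. MS4A4A no longer passed without vehicle 1 (-1.04 ± 0.21; edgeR adjusted p = 1.0) or vehicle 2 (-0.99 ± 0.18; 1.0), nor MS4A4E without poly(I:C) 1 (-1.81 ± 0.41; 0.549) or poly(I:C) 2 (-1.99 ± 0.31; 0.810). MS4A4A and MS4A4E overlap on the chromosome and their transcripts share 53 31-mers, so the split of reads between them is uncertain. Late-onset Alzheimer disease risk genes were called downward (camera adjusted p = 0.000254; adjusted p = 0.0473 with an estimated correlation), but the 2 of 33 members that fell, also the 2 called when adjusted over the list alone, were MS4A4A and the targeted MS4A6A itself. Camera also called NF-kB genes (0.00243) and immediate early genes (0.008) upward with 0 called members by either adjustment, and cell cycle genes (0.003) downward with 0 called members and 1 when adjusted over the list alone. The adjusted p of each was 0.995 with an estimated correlation.

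Cells assigned PVR guides had lower AC243964.3 (ENSG00000266903, chromosome 19, 44632199 to 44718759; log2 fold change -1.58 ± 0.30; edgeR adjusted p = 0.0288; 4 of 4 libraries). This gene overlaps PVR (44643798 to 44663583) on the opposite strand, and as strand use in counting is not given in the sources used here, its reads cannot be told apart from those of PVR. It did not pass without vehicle 1 (edgeR adjusted p = 1.0), vehicle 2 (0.298) or poly(I:C) 1 (0.978), nor with the MB-led cluster left out. Camera called homeostatic genes upward (adjusted p = 0.00206; adjusted p = 0.864 with an estimated correlation) and NF-kB genes upward (0.0322), and cholesterol (0.0322) and cell cycle genes (0.00022) downward, the last 3 with an adjusted p of 0.995 with an estimated correlation. None of these lists had a called member, 0 when adjusted over the list alone as well. In cells assigned RABEP1 guides ADGRG1, an adhesion G protein-coupled receptor, rose by 0.47 ± 0.09 (ENSG00000205336; edgeR adjusted p = 0.0376; 3 of 4 libraries) and did not pass without vehicle 1 (edgeR adjusted p = 1.0) or poly(I:C) 1 (0.787). DESeq2 called 0 genes for PVR and 0 for RABEP1, with 102 and 71 at an unadjusted p under 0.05. For RABEP1 camera called immediate early genes (0.00134) and class II genes (0.00828) upward and lysosome (0.0196), heat shock (0.0196) and p53 target genes (0.00384) downward, with 0 called members by either adjustment. With an estimated correlation their adjusted p was 0.995, 0.995, 0.995, 0.864 and 0.909.

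For AGFG2 and EED edgeR called 0 genes besides the target, with 314 and 340 at an unadjusted p under 0.05, and DESeq2 called 0 and 0, with 110 and 116. In cells assigned AGFG2 guides interferon-stimulated genes were called downward by camera (median log2 fold change -0.21; adjusted p = 3.45e-08; adjusted p = 0.955 with an estimated correlation). STAT2 was at -0.34 ± 0.13 and IFITM3, which restricts viral entry, at -0.48 ± 0.19, neither passing. Camera also called NF-kB (0.00828), double-stranded RNA sensing (0.00165), disease-associated (0.00714), lysosome (0.0355), unfolded protein response (0.0352) and oxidative phosphorylation genes (0.0375) downward and cell cycle genes (0.000518) upward. Their adjusted p with an estimated correlation was 0.909 for double-stranded RNA sensing, 0.959 for the unfolded protein response and 0.995 for the other 5 lists. In cells assigned EED guides interferon-stimulated genes were called upward (median 0.17; camera adjusted p = 0.00134), as were NF-kB (0.00828), immediate early (0.0483) and mitochondrially encoded genes (0.00206), and cholesterol genes were called downward (0.000471). With an estimated correlation the adjusted p was 0.955 for mitochondrially encoded and cholesterol genes and 0.995 for the others. No list of AGFG2 or EED had a called member, 0 when adjusted over the list alone as well.

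Within the poly(I:C) libraries alone, INPP5D guides changed 42 genes, 29 higher and 13 lower, and within the vehicle libraries 86 genes, 70 higher and 16 lower, by edgeR's quasi-likelihood test. In vehicle the count was 3 without vehicle 1, 42 without vehicle 2, 154 without poly(I:C) 1 and 185 without poly(I:C) 2. With no replicate block the counts in poly(I:C) and in vehicle were 0 and 0 (126 and 165 at an unadjusted p under 0.05), over all target and gene pairs 18 and 47, and against all other assigned cells 222 and 318. LAMP3 rose in both (1.0 ± 0.20 in poly(I:C), edgeR adjusted p = 0.015; 2.19 ± 0.26 in vehicle, edgeR adjusted p = 3.14e-05), as did CFAP73 and FYN. CCL22 passed in vehicle (2.89 ± 0.40; edgeR adjusted p = 0.00419) and not in poly(I:C) (1.53 ± 0.37; edgeR adjusted p = 0.179). The other 5 targets had 0 called genes in poly(I:C), with 430 for AGFG2, 388 for EED, 350 for MS4A6A, 317 for PVR and 255 for RABEP1 at an unadjusted p under 0.05, while DESeq2 called 31 for INPP5D, 2 for MS4A6A and 0 for the others. In vehicle MS4A4A fell with MS4A6A guides (-1.09 ± 0.17; edgeR adjusted p = 0.0126). A single gene was called for EED, TM4SF19, a tetraspanin-like membrane protein at a mean of 0.646 CPM, and for RABEP1, LINC02244 at 0.559 CPM, each named because it was the only call. Their UMIs came almost wholly from vehicle 1, 58 in cells assigned EED guides against 4 in non-targeting cells, and 77 in cells assigned RABEP1 guides against 0. AGFG2 and PVR had 0 calls in vehicle (247 and 312 at an unadjusted p under 0.05; 0 and 0 by DESeq2).

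Whether an effect differed between poly(I:C) and vehicle was tested directly. EdgeR called 0 genes for every target, with 362 for INPP5D, 325 for AGFG2, 309 for PVR, 279 for MS4A6A, 266 for EED and 250 for RABEP1 at an unadjusted p under 0.05, and DESeq2 also called 0. The smallest edgeR adjusted p-values were those of CHCHD2, a mitochondrial protein, with PVR guides (0.277) and of NCCRP1 with PVR guides (0.507). BIRC3 (-3.24 ± 0.75), LAMP3 (-1.19 ± 0.32) and the semaphorin receptor NRP2 (-2.63 ± 0.74) with INPP5D guides had an edgeR adjusted p of 1.0. Gene lists within one treatment gave 27 camera calls in poly(I:C) and 20 in vehicle, of which 0 and 0 held with an estimated correlation. In poly(I:C) cells these included interferon-stimulated genes downward for AGFG2 (median -0.42; camera adjusted p = 2.06e-12; adjusted p = 0.816 with an estimated correlation) and upward for EED (median 0.33; camera adjusted p = 8.06e-16; adjusted p = 0.63 with an estimated correlation). In poly(I:C) cells class II genes were upward for INPP5D (median 0.32; camera adjusted p = 2.5e-17; adjusted p = 0.29 with an estimated correlation), with 4 called members and 9 when adjusted over the list alone.

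The targets took different shares of assigned cells in XP1 and XP2. INPP5D took 6.95% in vehicle 1 and 6.89% in poly(I:C) 1 but 20.8% in vehicle 2 and 21.7% in poly(I:C) 2, and RABEP1 took 14.6% and 13% against 29.9% and 27.5%. The non-targeting controls took 27.0% and 28.0% in XP1 and 11.1% and 13% in XP2. As these shares were close within an XP number, a guide effect seen in 4 of 4 libraries need not rest on 4 independent observations. Within a pair the log2 ratio of poly(I:C) over vehicle shares was -0.01 and 0.06 for INPP5D, -0.12 and -0.05 for MS4A6A and -0.16 and -0.12 for RABEP1 in XP1 and XP2. It was 0.21 and -0.35 for AGFG2, 0.10 and -0.34 for PVR and -0.10 and 0.72 for EED, so these went opposite ways in the 2 pairs. Clustering of all kept cells gave 9 clusters. Microglial markers such as AIF1, TYROBP and the complement genes C1QA, C1QB and C1QC were detected in over 90% of cells, and the only cluster led by at least 3 markers of a fixed list was that of cycling cells, which held 14.4% of vehicle 1, 13.3% of poly(I:C) 1, 15.7% of vehicle 2 and 14% of poly(I:C) 2.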

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

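Tests chosen only after the results were seen were the removal of the highest doublet scores, cells without guide UMIs, the cycling cluster left out, clusters of under 1% of cells left out, the CCR7-led cluster left out and the MB-led cluster left out. Where a value changed, the cause was not tested unless it is named. Of the values that answer a comparison, 186 were labelled as staying, 124 as moving and 1 as reversing. Of the others, 41 were labelled as staying and 99 as moving. The limit of 1.5 times was used for counts, while shares and targeted transcripts had other limits, so these totals mix criteria. The pairing by XP mattered most. The correlation of same-numbered deviations was 0.943, and with the replicate block edgeR called 1743 genes for poly(I:C) against 0 without it. DESeq2 called 209 genes, no filter on low counts gave 23, non-targeting cells alone gave 4, and leaving out each library in turn gave 104 to 267, 144 without vehicle 1, 121 without vehicle 2, 267 without poly(I:C) 1 and 104 without poly(I:C) 2. With a library left out, the lone sample of its group is assumed to vary like the other group. The count stayed at 0 with RLE factors (592 at an unadjusted p under 0.05), library size alone (490), at least 10 CPM (275), no cell filter (594), stricter cell filters (575), Scrublet calls removed (597), the highest doublet scores removed (580), small clusters left out (603), cells without guides (525) and the cycling cluster left out (639). Of the 8 lists camera called for poly(I:C), 0 held with an estimated correlation and 0 by fry, and leaving out libraries gave 13 to 18. The test with an estimated correlation had little power on 4 libraries. The block added cholesterol genes (camera adjusted p = 0.0246) and changed no other list call. A fit on microglia-like clusters alone was not run, as no cluster but the cycling one could be named.

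The targeted transcript stayed lower for the same 5 targets. For EED the value turned to -0.048 with at least 10 guide UMIs and 95% of guide UMIs, and leaving out libraries gave 0.04 to 0.21. The other ranges were -2.42 to -1.82 for AGFG2, -1.26 to -1.10 for INPP5D, -2.84 to -2.29 for MS4A6A, -1.43 to -0.89 for PVR and -0.70 to -0.49 for RABEP1.

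For INPP5D leaving out each library gave 110 to 346 changed genes. Without vehicle 1 it was 110 and without vehicle 2 it was 195. It fell to 0 with no replicate block and to 148 with adjustment over all target and gene pairs. All other assigned cells as the reference gave 665, and 395, 44 and 31 genes were called for INPP5D-3, INPP5D-4 and INPP5D-5 alone. For AGFG2 the counts were 0 to 1 with libraries left out, 30 in a separate fit and 25 against all other cells. For EED they were 0 to 4 with libraries left out, 1 with library size alone, 1 with at least 10 CPM, 2 over all pairs, 16 in a separate fit, 6 against all other cells, 1 with small clusters left out, 1 with the CCR7-led cluster left out, 1 with the MB-led cluster left out and 3 for EED-5 alone. For MS4A6A they were 1 to 3 with libraries left out, 1 with no replicate block and 1 against all other cells. For PVR they were 0 to 2 with libraries left out, 0 with at least 10 CPM, 0 with no replicate block, 2 over all pairs, 2 in a separate fit, 56 against all other cells, 0 without the highest doublet scores, 0 with the MB-led cluster left out, 0 by DESeq2 and 0 for PVR-1 and PVR-2 alone. For RABEP1 they were 0 under the stricter and the looser guide rule, 0 to 3 with libraries left out, 0 with library size alone, 0 with no replicate block, 5 against all other cells, 0 without the highest doublet scores, 0 by DESeq2 and 0 for each guide alone.

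In poly(I:C) cells INPP5D had 33 to 57 changed genes with libraries left out, 0 with no replicate block and 18 over all pairs. The ranges were 0 to 9 for AGFG2, 0 to 9 for EED, 1 to 15 for MS4A6A, 0 to 7 for PVR and 0 to 12 for RABEP1. In vehicle cells INPP5D had 3 to 185: 3 without vehicle 1, 42 without vehicle 2, 154 without poly(I:C) 1 and 185 without poly(I:C) 2. The vehicle ranges were 0 to 2 for AGFG2, 0 to 3 for EED, 1 to 2 for MS4A6A, 0 to 5 for PVR and 0 to 3 for RABEP1. With no replicate block the vehicle counts of EED, INPP5D, MS4A6A and RABEP1 were 0. The difference between treatments gave 0 to 3 for AGFG2, 0 to 2 for EED, 0 to 1 for INPP5D, 0 to 3 for MS4A6A, 0 to 3 for PVR and 0 to 7 for RABEP1 with libraries left out. Of 35 list calls averaged over treatments, 1 held with an estimated correlation and 2 by fry, and all other cells as the reference gave 57. Of 27 in poly(I:C) 0 and 1 held, and of 20 in vehicle 0 and 0. The stricter guide rule assigned 29.3% of vehicle 1, 29.6% of poly(I:C) 1, 10.0% of vehicle 2 and 8.60% of poly(I:C) 2 cells. Resolution 1.0 gave 16 clusters and 0.3 gave 7. The shallow guide capture of XP2 limits the guide comparisons, as only 157 and 190 of its cells were non-targeting against 1097 and 1203 in XP1. Of the targets INPP5D alone had more cells from XP2 (294 and 316) than from XP1 (282 and 296).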

Other observations

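The tests of off-target action, of spreading from the guide site and of each MS4A6A guide against its own controls were chosen only after the results were seen, as was leaving out clusters of under 1% of cells, the CCR7-led cluster or the MB-led cluster. Markers of mature brain microglia were uneven in these cells. Beside the widely detected complement genes, TMEM119 and SALL1, which mark microglia in the brain, were detected in nearly no cells. Of the fixed dendritic cell markers some were common. CD1C, a lipid antigen-presenting protein, was detected in 66.1% to 81.1% of cells over the 4 libraries. FCER1A, an IgE receptor chain, was detected in 65.5% to 68.9% and CLEC10A, a lectin, in 38.7% to 60.6%. ZBTB46 was detected in 52.3% and 33.6% of vehicle and in 60.5% and 52.7% of poly(I:C) cells, LAMP3 in 7.84% and 2.70% against 17.4% and 16.4%, and BATF3 in at least 24.5%, but CCR7 in 4.07% to 6.09%, FLT3 in 3.89% to 7.13% and CLEC9A in 1.59% to 4.88%. These shares were not thinned and include free RNA. Further list members that passed with INPP5D guides are named here after their values were seen, with log2 fold changes. In cells assigned these guides the stem cell factor receptor KIT rose (0.85) and FCGR1A (-0.55), a high-affinity IgG receptor, fell in edgeR's test. Of 10 liver X receptor targets the cholesterol exporter ABCG1 alone passed, downward (-1.31; camera adjusted p of the list = 0.809). Of 33 late-onset Alzheimer disease risk genes the sorting receptor SORL1 (-0.58) and the targeted INPP5D fell and the kinase gene PTK2B rose (0.39; camera adjusted p of the list = 0.209). BST2, an interferon-induced tetherin (-0.42), and IKBKE (-0.35) fell, and NR4A1 (0.77) and JUND (0.47) rose.

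A small cluster of 102 cells was led by NCCRP1, CCR7, which guides dendritic cells to lymph nodes, and the tryptophan-degrading enzyme IDO1. As XP1 and XP2 differ in its share and in their mix of targets, its cells are given by XP number. In XP1 it held 13 of 578 cells assigned INPP5D guides (2.25%) and 7 of 2300 non-targeting cells (0.304%), and in XP2 2 of 610 (0.328%) and 0 of 347, where the floor of 3 counts lies at 0.865%. A cluster led by the oxygen carrier MB and by S100A8 and S100A9 held 14.9% of vehicle 1, 44.3% of vehicle 2, 10.5% of poly(I:C) 1 and 15.6% of poly(I:C) 2. In the same order it held 6.03%, 35.0%, 9.12% and 9.18% of cells assigned INPP5D guides and 12.9%, 49.7%, 7.48% and 32.6% of non-targeting cells. A cluster led by CCL4L2, CXCL10 and IFIT2 held 0.82% of vehicle 1 and 1.75% of vehicle 2. It held 24.8% of poly(I:C) 1 and 52.7% of poly(I:C) 2. As the shares of a library depend on each other, lower MB-led shares after poly(I:C) need not mean a loss of those cells. With the MB-led cluster left out edgeR called 280 genes for INPP5D guides, and the 5 largest falls came to between 101% and 112% of their log2 fold changes. Each negative control guide was also set against the other controls, and edgeR called 8, 17, 9, 6, 22 and 2 genes for NEG_CTRL-1 to NEG_CTRL-6, so counts of this size arise between guides with no intended target. The 2 controls that match CABP5 together gave 9.

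The count of genes changed with INPP5D guides was weighed against chance, off-target action and a small group of cells. The target and non-targeting sums of a library are a pair, and 8 splits part every pair, too few for a share under 0.05. The real split called 432 genes, and the highest of the other 7 called 2. Those 7 turn the real difference into spread within groups, so their low counts do not measure what chance gives. Off-target action of INPP5D-3, the strongest guide, is argued against, because of 325 genes called for it against one set of control guides 97.8% moved the same way for the other guides against the remaining controls, where 61.8% of all genes did. With clusters of under 1% of cells left out, the count was 97.1% of the original, so the CCR7-led cluster does not account for it. It was 292 with the CCR7-led cluster alone left out. For the rises of CCL22, BIRC3 and LAMP3 as a set the median with small clusters left out came to 77.8% of its value, which cannot tell, as it falls on a different gene in each fit. With the CCR7-led cluster alone left out, BIRC3 came to 40.5% of its log2 fold change and lost its call, so its rise is consistent with coming mostly from those cells, while CCL22 and LAMP3 kept 78.2% and 82.7% and their calls, so that cluster alone is argued against for these 2. An effect of lower INPP5D on antigen presentation genes remains a hypothesis, found and tested on the same cells.

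The splits of the other targets were likewise too few. These fits hold 1 effect for both treatments, whereas the separate fits given among the alternatives hold an effect per treatment, so that their counts differ. The real split called 11 genes for EED (1 of 8 splits called as many, and the highest of the others was 8), 10 for AGFG2 (3 of 8, highest 45), 2 for MS4A6A (3 of 8, highest 19) and 3 for PVR (3 of 8, highest 57). For RABEP1 it called 0, a count that 8 of 8 splits meet whatever they call, so this comparison tests nothing (highest 113). Splits that call several times the real count may point to a structure of the samples that the real split does not follow, and the cause was not tested. The remaining splits, which part 2 of the 4 libraries and so draw the comparison from fewer pairs, called up to 54 genes for INPP5D, 55 for AGFG2, 20 for EED, 30 for MS4A6A, 9 for PVR and 52 for RABEP1.

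Lower MS4A4A and MS4A4E with MS4A6A guides may reflect chance, shared reads or repression that spreads from the guide site. Chance in which cells were assigned is argued against, since of 8879 genes tested in all 3 guides, each set against its own pair of negative control guides, the 2 called the same way in all 3 were MS4A4A and MS4A4E (20, 3 and 2 called per guide, where lists of these lengths would share 1.52e-06 genes if independent), and shared reads, since 0% of the 31-mers of MS4A4A and MS4A4E transcripts occur in a MS4A6A transcript. Spreading is consistent with the order of the distances: of 15 expressed genes within 1 Mb, the 2 that fell were the 2 nearest, and 0 genes that did not pass had an annotated start nearer than theirs. The nearest annotated start of MS4A4A is 2677 bases from the guides, but the median of its 7 starts is 97631 bases away, against 47030 for MS4A4E and 195510 for MS4A7, the nearest that did not pass. Which start is used was not tested, and spreading over such distances and a regulatory effect of the MS4A6A protein on its neighbours stay open.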
